# A New Dataset of Spermatogenic *vs.* Oogenic Transcriptomes in the Nematode *Caenorhabditis elegans*

**DOI:** 10.1534/g3.114.012351

**Published:** 2014-07-24

**Authors:** Marco A. Ortiz, Daniel Noble, Elena P. Sorokin, Judith Kimble

**Keywords:** germline sex, RNA-Seq, *C. elegans*, splicing, Genetics of Sex

## Abstract

The nematode *Caenorhabditis elegans* is an important model for studies of germ cell biology, including the meiotic cell cycle, gamete specification as sperm or oocyte, and gamete development. Fundamental to those studies is a genome-level knowledge of the germline transcriptome. Here, we use RNA-Seq to identify genes expressed in isolated XX gonads, which are approximately 95% germline and 5% somatic gonadal tissue. We generate data from mutants making either sperm [*fem-3(q96)*] or oocytes [*fog-2(q71)*], both grown at 22°. Our dataset identifies a total of 10,754 mRNAs in the polyadenylated transcriptome of XX gonads, with 2748 enriched in spermatogenic gonads, 1732 enriched in oogenic gonads, and the remaining 6274 not enriched in either. These spermatogenic, oogenic, and gender-neutral gene datasets compare well with those of previous studies, but double the number of genes identified. A comparison of the additional genes found in our study with *in situ* hybridization patterns in the Kohara database suggests that most are expressed in the germline. We also query our RNA-Seq data for differential exon usage and find 351 mRNAs with sex-enriched isoforms. We suggest that this new dataset will prove useful for studies focusing on *C. elegans* germ cell biology.

Germ cell biology is central to reproduction and fertility. The nematode *Caenorhabditis elegans* is a well-established model for genetic and molecular analyses of germline sex determination (Ellis and Schedl 2007; Kimble and Crittenden 2007), progression through the meiotic cell cycle (Rog and Dernburg 2013), and gametogenesis (Greenstein 2005; L’Hernault 2006). Moreover, *C. elegans* was the first metazoan with a fully sequenced genome (*C. elegans* Sequencing Consortium 1998) and a central player in ModENCODE (Gerstein *et al.* 2010). Therefore, *C. elegans* is poised to serve as a model to analyze germ cell biology at a comprehensive systems level.

State-of-the-art transcriptome data lie at the foundation of virtually any modern study of biological regulation. To this end, Reinke *et al.* (2004) reported a pioneering analysis of spermatogenic and oogenic transcriptomes. This now classic study relied on mRNAs extracted from whole animals, custom-spotted microarrays, and a 2003 version of the *C. elegans* genome annotation. Other studies have also generated the following relevant transcriptomes: maternal RNAs, which can be used as a proxy for a subset of oogenic RNAs (Baugh *et al.* 2003); germline-specific RNAs obtained from gonads extracted from adult wild-type hermaphrodites and subjected to serial analysis of gene expression (SAGE) (Wang *et al.* 2009); and RNAs in isolated mature sperm (Ma *et al.* 2014). In addition, a study identified several hundred mRNAs whose expression depends on the sperm-specific transcription factor SPE-44 (Kulkarni *et al.* 2012); a proteomics study discovered proteins in isolated mature oocytes (Chik *et al.* 2011); and RNA immunoprecipitation studies identified RNAs associated with RNA-binding proteins in adult oogenic germlines [FBF-1 (Kershner and Kimble 2010); GLD-2 and RNP-8 (Kim *et al.* 2010); GLD-1 (Jungkamp *et al.* 2011); EFL-1 and DPL-1 (Kudron *et al.* 2013)]. However, the classic analysis of Reinke *et al.* (2004) remains the only dataset available focusing on spermatogenic *vs.* oogenic transcriptomes.

As background for the current work, *C. elegans* develops as either XX hermaphrodites or XO males; XX hermaphrodites make sperm as larvae and oocytes as adults, whereas XO males make sperm only and continuously. Because nematode XX hermaphroditism evolved recently, closely related species remain gonochoristic (XX females and XO males), and elimination of a single gene, *fog-2* (feminization of germline), transforms *C. elegans* into a gonochoristic strain with XX females and XO males (Schedl and Kimble 1988). A single gonadal arm in adult *C. elegans* XX hermaphrodites possesses ∼1000 germ cells, with stem cells at one end and differentiating gametes at the other; each isolated gonad also possesses ∼25 somatic gonadal cells. Many existent sex determination mutants affect the germline, including nonconditional and temperature-sensitive alleles of varying strengths and tissue specificities. Of particular relevance to this work are temperature-sensitive *fem-3(gf)* and homozygous *fog-2* mutants. XX *fem-3(gf)* mutants make no oocytes, but instead produce sperm continuously in a hermaphrodite/female soma (Barton *et al.* 1987); by contrast, *fog-2* mutants make no sperm but make oocytes continuously in an equivalent soma (Schedl and Kimble 1988).

Our analysis of spermatogenic and oogenic transcriptomes begins with XX animals possessing germlines of the opposite sex but housed in somas of equivalent sex, RNAs extracted from isolated gonads, RNA-Seq data based on eight biological replicates, and the most recent version of the *C. elegans* reference genome annotations available in Ensembl (Flicek *et al.* 2014). Other details of our experimental design differ from those used previously, as outlined in *Results*. Where possible, we used the Kohara *in situ* hybridization database (NEXTDB: *nematode.lab.nig.ac.jp/*) to validate RNAs that previously had not been identified as expressed in the germline or previously had not been annotated as spermatogenic or oogenic. We compared our data to relevant datasets mentioned above and analyzed our data for alternative splicing. We suggest that this new dataset will prove useful in combination with other datasets for studies of germline regulation and gamete differentiation.

## Materials and Methods

### *C. elegans* strains

We used two homozygous mutant strains: *fem-3(q96gf) IV*, which is temperature-sensitive, and *fog-2(q71) V*. The *fem-3(q96gf)* stocks were maintained at 15° and experimental animals grown at 22°; *fog-2* mutants were maintained at 22°. For an immunostaining control, we used wild-type Bristol strain N2, also grown at 22°.

### Dissection of gonads for immunostaining

Synchronized young adults (0–2 hr past the L4 to adult molt) were cut just behind the pharynx in PBS-Tween (0.1% Tween20) with 0.25 mM Levamisole; dissected animals were fixed in 3% paraformaldehyde, 0.1 M K_2_HPO_4_ for 30 min and permeabilized in 100% methanol at −20° for 30 min. Samples were washed three times in PBST and blocked in PBST plus 0.5% BSA for 30 min at room temperature. Samples were incubated with primary antibodies at 4° overnight in PBST plus 0.5% BSA at the following dilution: mouse anti-SP56 (1:100) (gift from S. Strome) and rabbit anti-RME-2 (1:500) (gift from B. Grant). They were then incubated with Cye3 and FITC conjugated secondary antibodies (Jackson ImmunoResearch), both at a 1:1000 dilution in PBST plus 0.5% BSA, for 1 hr at room temperature. Finally, samples were mounted on slides in VectaShield containing DAPI to visualize DNA and imaged with a Zeiss Axioimager microscope.

### Isolation of gonads for RNA extraction

Synchronized young adults (0-2 hr past the L4 to adult molt) were first cut behind the pharynx as described above. Gonadal arms were then cut at or near the spermathecae to isolate them from the carcass. Total RNA was extracted from the gonads using TRIzol (Invitrogen) and RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions.

### Replicates and sequencing

We generated eight independent samples for *fog-2* and another eight for *fem-3*. Each sample contained approximately 30 gonadal arms and most (14/16) had a total RNA concentration of 20–34 ng/ml. The University of Wisconsin Biotechnology Center prepared libraries for each sample using the TruSeq Illumina sequencing protocol, which includes mRNA purification (poly-A selection) and fragmentation, cDNA synthesis, end repair, adapters ligation, and DNA fragment enrichment. Each library was bar-coded and sequenced in four different lanes to obtain single-end 101-bp reads using Illumina HiSeq2000. We obtained more than 36 million reads of high-quality score (>35 mean quality score) on average per sample. All sequencing data are available in the National Institutes of Health Gene Expression Omnibus database under accession number GSE57109.

### Transcript analysis

We used TopHat2 v2.0.11 (with −g 1 option) (Trapnell *et al.* 2012) to align reads to the *C. elegans* reference genome (WBcel235.75.fa) and gene annotations (WBcel235.75.gtf) in WormBase WS240 (Ensembl) (Flicek *et al.* 2014). For compatibility to feature-counting software, we created sorted and indexed SAM versions of the BAM files (SAMtools) (Li *et al.* 2009). To create a read-count dataset, we processed SAM files with python scripts described elsewhere (Anders and Huber 2010). Our cutoff was two mapped reads per gene for each of eight replicates or a minimum of 16 total reads per gene, applied to each mutant independently. Genes with ambiguous annotations or fewer reads (<16 reads/gene) were removed. To identify differentially expressed transcripts, we used R/Bioconductor package DESeq, a common method to evaluate differential expression (Anders and Huber 2010; Rapaport *et al.* 2013). DESeq performs normalization by applying a scaling factor to each sample; this scaling factor is the median calculated from the ratios of read counts for each gene to the geometric mean of all samples (Anders and Huber 2010; Rapaport *et al.* 2013). We also determined abundance as rpkm using Cufflinks v2.1.1 (with −N, −u, and −b options) (Trapnell *et al.* 2012) (Supporting Information, Table S1). In total, we found 10,754 unambiguously expressed genes with at least 16 uniquely high-quality aligned reads. For data plotting, we used ggplot2 R/Bioconductor package (Wickham 2009).

### Exon usage analysis

We used TopHat v2.0.11 (−m 2 −g 1 and −G options) to align reads to the *C. elegans* reference genome (WS235). We used Cufflinks v2.1.1 (with −N, −u, and −b options) (Trapnell *et al.* 2010; Trapnell *et al.* 2012) to assemble isoforms and measure isoform expression. For analysis of differential exon usage between spermatogenic and oogenic gonads, we used the DEXSeq package for R/Bioconductor (Anders *et al.* 2012). We obtained reads per exon from the alignment files using a script accompanying the DEXSeq package. For an exon to be scored significantly different, we set a false discovery rate of <1% and a minimum fold change requirement of two-fold. We also set a minimum expression threshold of two reads per exon. We used gene annotations in WS240 and a custom script to compare our differential exon results with annotated alternative exon usage. Custom scripts were also used to count the number of exon junction–spanning reads for the alignment files to determine whether alternative exon usage was in a coding or noncoding region and to discriminate types of alternative splicing observed. The UCSC Genome Browser ce10 (www.ucsc.genome.edu) was used to visualize alternative splicing of WIG files that were converted from BAM files using SAMtools mpileup (SAMtools) (Li *et al.* 2009) and a custom script.

## Results and Discussion

### Experimental design

Many mutants affecting gamete sex must be grown at 25°, thus reducing fertility even in wild-type animals (Hirsh *et al.* 1976). We avoided growth at 25° by using *fog-2(q71)* mutants, whose XX germline makes oocytes and only oocytes at all standard growth temperatures (Schedl and Kimble 1988), and the strong *fem-3(q96gf)* allele (Barton *et al.* 1987), which makes sperm and only sperm when raised at 22° even 3 days into adulthood (100%; n = 150). To ensure germline sex transformation of these two mutants, we stained for sex-specific germline markers, SP56 for spermatogenic germlines (Ward *et al.* 1986) and RME-2 for oogenic germlines (Grant and Hirsh 1999). For wild-type animals grown at 22°, staining was as expected with SP56-positive sperm and RME-2-positive oocytes (Figure 1A). More importantly, *fem-3(q96)* sperm-only adults raised at 22° possessed SP56 but not RME-2 (Figure 1B), and *fog-2(q71)* oocyte-only adults raised at 22° had RME-2 but not SP56 (Figure 1C). Yet these two XX mutants have morphologically indistinguishable somatic tissues, including the somatic gonad (Barton *et al.* 1987; Schedl and Kimble 1988). We note that use of mutants was essential for this analysis and caution that a mutant transcriptome may include changes not found in wild-type and that XX sperm are only a proxy for XO sperm.

**Figure 1:**
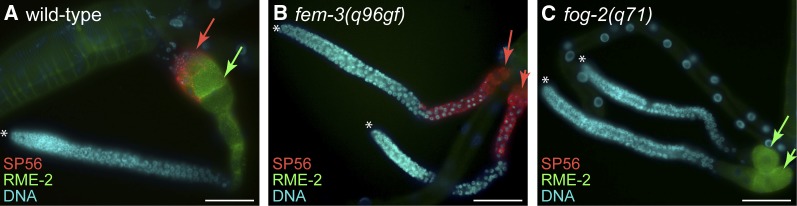
Immunocytochemistry of sex-specific gamete markers in wild-type and mutants used in this work for RNA-Seq. (A–C) Extruded gonads from young adult XX worms (L4/A molt+2 hr), all raised at 22°; each image merges staining of the α-SP56 sperm-specific marker (red), α-RME-2 oocyte-specific marker (green), and DAPI DNA marker (blue). Asterisk marks distal end of gonad; red arrows mark SP56; green arrows mark RME-2. (A) Wild-type hermaphrodite gonad with both sperm-specific and oocyte-specific markers. (B) Sperm-only *fem-3(q96gf)* gonads stain only with sperm-specific marker (red). (C) Oocyte-only *fog-2(q71)* gonads stain only with oocyte-specific marker (green). Scale bars: 50 μm.

Two other features were specific to our analysis of spermatogenic *vs.* oogenic transcriptomes. First, we isolated gonads and discarded the main body and intestine; an isolated gonad contains approximately 1000 germ cells but many fewer somatic gonadal cells (1 DTC, 10 sheath, and some portion of the 26-celled spermatheca). Gonad isolation therefore removes most somatic RNAs (*e.g.*, hypodermis, nerve, muscle, intestine) but still includes approximately 25 somatic gonadal cells. Second, we isolated gonads from young adults only 0–2 hr after the molt from L4 to adulthood. This stage harbors fully differentiated gametes but has not begun to accumulate unused gametes, which affect germline physiology (*e.g.*, mitotic index) (Jaramillo-Lambert *et al.* 2007; Morgan *et al.* 2010).

### Genes expressed in gonadal transcriptome

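Polyadenylated RNA was sequenced from 16 samples of isolated gonads, 8 from fog-2(q71) and 8 from fem-3(q96gf) XX young adults grown at 22°, with approximately 30 gonadal arms per sample. The germline of fog-2(q71) animals makes oocytes only and that of fem-3(q96gf) animals makes sperm only, so the comparison was between oogenic and spermatogenic gonads. The authors aligned the reads to the WBcel235 genome with TopHat2 and deposited the number of reads counted on each gene in each library, without normalization. Each library listed features that name a single gene and 3540 features that join overlapping genes. Because the paper removed genes with ambiguous annotations, the values given here were computed from the 38867 features that name a single gene. Joined features took between 6.67% and 8.22% of the reads on features in a library.

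Between 22710001 and 38133353 reads per library were counted on single genes in fog-2 gonads, with a median of 30415763.5, and between 24332185 and 33703414 in fem-3(gf) gonads, with a median of 30046004.5. The totals did not differ between the mutants (two-sided exact permutation test, p = 0.696). Including reads outside features, 33407795 reads per library were counted on average. The paper states more than 36 M reads on average, which are reads sequenced. The values here use the reads counted on single genes. At these depths, 3 reads correspond to 0.0787 to 0.132 CPM (reads relative to 1 M counted) in fog-2 libraries and 0.089 to 0.123 in fem-3(gf) libraries. Reads are not independent molecules, so these floors cover counting error only. Genes for ribosomal RNA took 1.44% to 20.6% of the reads in fog-2 libraries and 2.20% to 5.98% in fem-3(gf) libraries. The highest shares were those of fog-2 replicate 8 (20.6%) and fog-2 replicate 2 (15.8%). No pair of libraries of a mutant differed by as little as sampling noise, since the lowest chi-square per degree of freedom over 56 pairs was 25.2, and all 16 libraries were kept as separate samples.

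Read counts were normalized with the TMM method of edgeR, and normalized counts are scaled to the mean effective library size of 30357037 reads. The first genes examined were those mutated in the strains. The fog-2 gene (WBGene00001482, chromosome V of WBcel235, 20199254 to 20200648) had a normalized count of 274 ± 88.6 (SD, n = 8) in fog-2 gonads and 1220 ± 139 (SD, n = 8) in fem-3(gf) gonads. The fem-3 gene (WBGene00001413, chromosome IV, 9104966 to 9107607) had 2859 ± 265 (SD, n = 8) in fog-2 gonads and 1377 ± 194 (SD, n = 8) in fem-3(gf) gonads. For both genes, every library of one mutant lay above every library of the other (two-sided exact permutation test, p = 0.000155, the smallest that 8 against 8 allow).

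**Figure D1:**
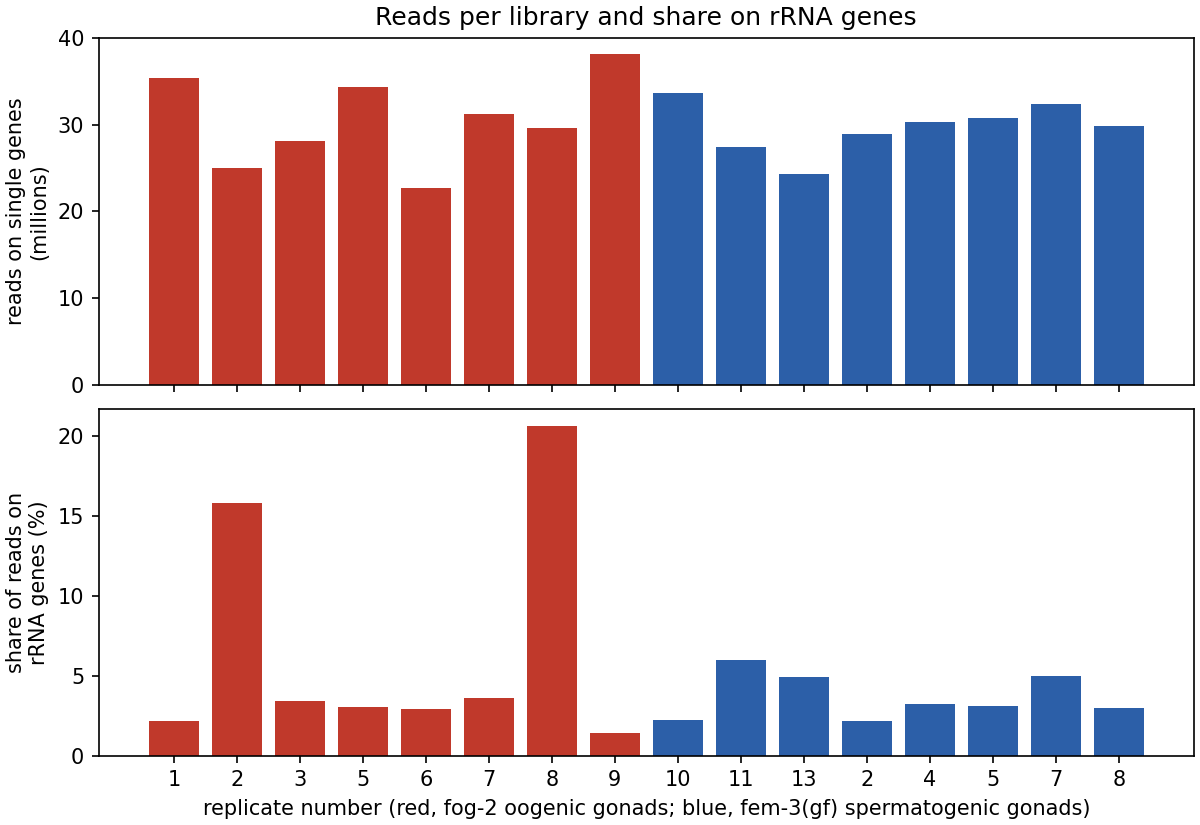
Reads counted on single genes, in M (upper bars), and the share of those reads on rRNA genes, in percent (lower bars), for each library of fog-2 oogenic gonads (red) and fem-3(gf) spermatogenic gonads (blue), by replicate number. The rRNA share stays at or below 5.98% in all libraries except fog-2 replicates 2 (15.8%) and 8 (20.6%).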

We prepared and sequenced polyadenylated RNAs from eight biological replicates of each mutant [*fem-3(gf)* and *fog-2*], with 30 isolated gonads per replicate. Using TopHat (Trapnell *et al.* 2012), >90% of sequence reads could be mapped uniquely to the most recent version of the *C. elegans* genome (see *Materials and Methods*). A gene was scored as expressed when 16 or more reads mapped to that gene. Expression abundance was measured in normalized total read counts per gene. Because transcript isoforms were ignored for this first analysis, we discuss the data in terms of “genes expressed” rather than “transcripts expressed.” 

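In the counts, reads on features made up 97.6% ± 0.621 (SD, n = 8) of the counted reads in fog-2 libraries and 97.4% ± 0.196 (SD, n = 8) in fem-3(gf) libraries. Reads that fell on no feature made up 1.61% ± 0.123 (SD, n = 8) in fog-2 libraries and 2.10% ± 0.151 (SD, n = 8) in fem-3(gf) libraries, and the lowest fem-3(gf) library (1.81%) lay above the highest fog-2 library (1.75%). Reads that could not be given to one feature made up 0.814% ± 0.688 (SD, n = 8) in fog-2 libraries and 0.522% ± 0.121 (SD, n = 8) in fem-3(gf) libraries. In fog-2 libraries this share was highest in replicate 8 (2.19%) and replicate 2 (1.61%), the libraries with the most rRNA reads. The shares are of reads that the authors' counting had passed to it, and reads aligned to no place are not part of them. Whether reads that fit several places are part of them cannot be told from the counts.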

For quality reference, 97% of the reads mapped to the annotated transcriptome; of those, 1.7% mapped partly to noncoding sequences and partly to coding sequences and 0.3% fell in ambiguous gene sequence annotations. 

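With a threshold of 16 reads in total over the 8 libraries of a mutant, 13905 single genes were scored as expressed in fem-3(gf) gonads, 13125 in fog-2 gonads and 12263 in both. The alternative that moved these numbers most was a threshold of 1 CPM in at least 4 libraries, which gave 9417, 7980 and 7287 genes. The methods word the paper's threshold both as 16 reads in total and as 2 reads in each of 8 replicates; the second form, with at least 2 reads in every library, gave 11671 genes in fem-3(gf) gonads, 10115 in fog-2 gonads and 9400 in both. The 1642 genes that passed only in fem-3(gf) gonads had a median of 67.5 reads over the 8 libraries, and 695 of them had at least 10 times the threshold. The 862 genes that passed only in fog-2 gonads had a median of 38.5 reads, and 171 had at least 10 times the threshold.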

In this way, we identified totals of 10,733 genes expressed in *fem-3(gf)* gonads, 10,631 in *fog-2* gonads, and 10,610 shared (Figure 2A). 

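In either mutant, 14767 single genes passed the threshold of 16 reads. In the annotation used here, Ensembl release 115 of WBcel235, 13712 of these genes are protein-coding and 699 are pseudogenes. The remainder are 75 ncRNA, 48 lincRNA, 41 snoRNA, 18 rRNA, 15 antisense RNA and a few other genes, and 156 that this annotation does not list. Pseudogenes and members of multigene families can share reads with a near-identical copy, so their counts are less certain than those of single-copy genes.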

Together, a total of 10,754 mRNAs comprise the polyadenylated transcriptome of these XX gonads.

**Figure 2:**
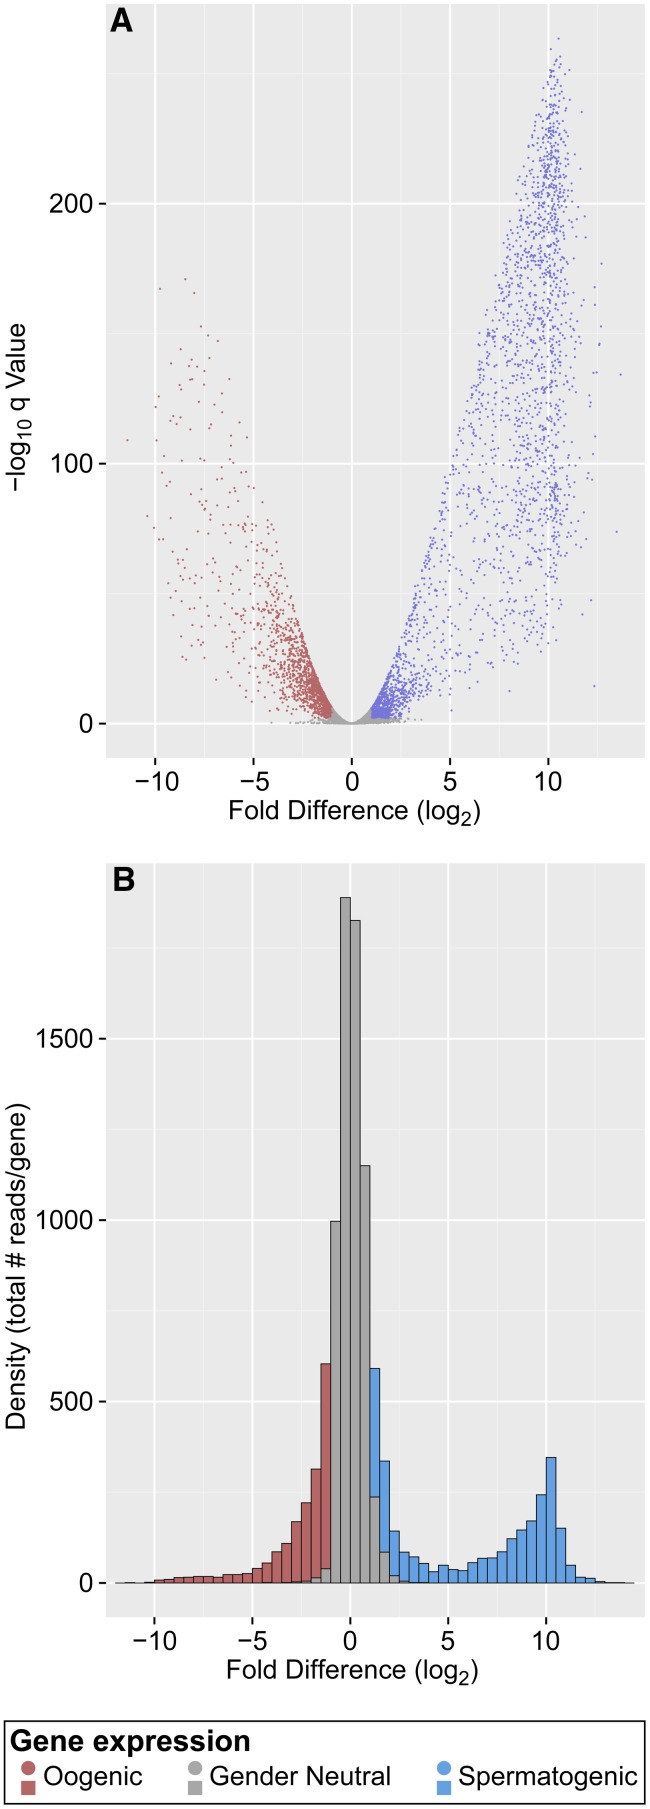
Identification of genes expressed in spermatogenic and oogenic gonads. (A) Volcano plot of all genes expressed in *fem-3(gf)* spermatogenic and *fog-2* oogenic gonads, showing fold changes in abundance on the X-axis and significance on the Y-axis. Colors indicate enriched expression in spermatogenic gonads (blue), oogenic gonads (red), or neither (gender-neutral) (gray). (B) Histogram of all genes expressed in *fem-3(gf)* spermatogenic and *fog-2* oogenic gonads, showing fold changes in expression abundance with color coding as in (A).

We compared our dataset with a previously published dataset of 4699 mRNAs detected in isolated wild-type adult hermaphrodite gonads using SAGE (Table 1). Most SAGE-identified genes were also found in our work (92%; 4323/4699). We also compared our dataset with lists of germline transcripts deduced by comparing “soma plus germline” to “soma-only” transcriptomes. Reinke *et al.* (2004) found 3145 germline RNAs in this manner from microarray data, whereas Wang *et al.* (2009) found 1063 using SAGE. Again, most germline RNAs previously reported were also identified in this work (84%; 2637/3145 and 95%; 1017/1063). The design differences among these various studies (Table 1 and Table 2) were so extensive that the main conclusion is that our data include most genes previously reported as expressed in the gonad and doubles their number.

**Table 1:** Total genes expressed in isolated gonads

Paper	Strain	Stage	Gamete	Temperature	Method	Genome Version	Total # Genes Expressed	% Overlap*^a^*
Wang *et al.* (2009)	XX wild-type hermaphrodite	Adult (L4 + 18 hr)	Sperm and oocytes	20°	SAGE	WS160 (2006)	4699	92%
This work	XX *fem-3(q96)* and *XX fog-2(q71)*	Adult (L4 molt + 2 hr)	Sperm and oocytes	22°	RNA-Seq	WS240 (2014)	10,754	NA

NA, not applicable.

a Percent of total transcripts identified by Wang *et al.* (2009) that were also found in this work.

**Table 2:** Experimental design of studies of sex-enriched expression

Features	Reinke *et al.* (2004)	This Work
Sperm-only mutant	*fem-3(q23gf)*	*fem-3(q96gf)*
Oocyte-only	*fem-1(hc17)*	*fog-2(q71*)
Stage	Young adult	L4/A molt + 2 hr
Growth temperature	25°	22°
RNA source	Whole animal	Isolated gonad
Methods for RNA detection	Microarray	RNA-Seq
Genome version	WS90	WS240
Statistical threshold	p-value = 0.01	Adjusted p-value = 0.01

#### Gene expression enriched in spermatogenic vs. oogenic gonads:

We next identified genes whose expression was enriched in spermatogenic *vs.* oogenic gonads. To this end, we used DESeq to compare the 10,733 genes expressed in *fem-3(gf)* spermatogenic gonads with the 10,631 in *fog-2* oogenic gonads. Using thresholds of a two-fold difference in abundance and a false discovery rate of 1%, we identified 2748 genes with expression enriched in spermatogenic gonads and 1732 enriched in oogenic gonads; the remaining 6274 were not enriched in either spermatogenic or oogenic gonads (Figure 2, Table 3, and Table S1). 

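A gene was called spermatogenic or oogenic when its abundance differed at least 2-fold between the mutants with an adjusted p-value under 0.01 in the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, over the 14767 genes with at least 16 reads in either mutant. The methods of the paper use DESeq for this step. Of these genes, 3221 were spermatogenic, 2474 were oogenic and 9072 were gender-neutral. A further 1993 genes passed the threshold on the adjusted p-value but differed less than 2-fold, and 1603 differed at least 2-fold without passing it. Among spermatogenic genes, 2632 (81.7%) had every fem-3(gf) library above every fog-2 library, and among oogenic genes, 1949 (78.8%) had every fog-2 library above every fem-3(gf) library. On simulated counts with 200 changed genes among 14618, the same test called 178 of them and 3 of the unchanged genes. The simulated changes were all well above 2-fold, up or down with equal chance, and the libraries were drawn independently. The simulation therefore does not bear on calls near 2-fold, or on normalization with as many and as unequal changes as found here.

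Replicate numbers 2, 5, 7 and 8 occur in both mutants in the labels. The labels state no pairing and the paper describes independent samples, so a pairing by these numbers was tried only as an alternative. Deviations from the group means had a mean correlation of 0.122 between libraries with the same number and 0.003 between libraries with different numbers. The 4 same-numbered pairs ranged from -0.407 to 0.617 and the 60 different-numbered pairs from -0.596 to 0.570. These ranges largely overlap, so the correlations do not show a pairing. With the replicate number as a block, the 8 libraries that share a number gave 2140 spermatogenic and 1807 oogenic genes, and the same 8 libraries without the block gave 2328 and 1863. The alternative on all 16 libraries that moved the counts most was a test against the 2-fold threshold itself (glmTreat), with 2614 spermatogenic and 1790 oogenic genes. DESeq2 gave 3600 and 2237.

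The largest changes in each direction, among genes with at least 100 CPM in the enriched mutant and no overlap between libraries of the mutants, were of protein-coding genes. C14A6.13 (WBGene00050956, chromosome V, 18159652 to 18161328) had a normalized count of 2.02 ± 2.31 (SD, n = 8) in fog-2 gonads and 3962 ± 510 (SD, n = 8) in fem-3(gf) gonads, a log2 fold change of 10.85 (standard error 0.26). The log2 fold changes of tbx-34 on chromosome III and F32B6.4 on chromosome IV were 10.78 and 10.77. The value of C14A6.13 rests on 1 to 8 raw reads per fog-2 library. With a prior count of 2 in edgeR it was 9.95, below the 10.27 of F32B6.4. In the 8 libraries that share a number it was 11.69, with or without the block. In the other direction, mrp-4 (WBGene00003410, chromosome X, 9884274 to 9889712) had 14982 ± 4300 (SD, n = 8) in fog-2 gonads and 69.9 ± 46.3 (SD, n = 8) in fem-3(gf) gonads, a log2 fold change of -7.76 (standard error 0.41). R04D3.3 and C04B4.2, also on chromosome X, had log2 fold changes of -7.61 and -7.52. The largest adjusted p-value among these 6 genes was 3.18e-12 in edgeR's quasi-likelihood test. From the genes past both thresholds, the paper defines its spermatogenic and oogenic lists, and it terms the genes enriched in neither mutant gender-neutral.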

We refer to these as spermatogenic, oogenic, and gender-neutral genes, respectively. 

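The 12 genes of Table 4 fell in the class the paper lists for each. Of the spermatogenic genes, fog-3 (WBGene00001483, chromosome I of WBcel235, 10016765 to 10018121) changed most, from a normalized count of 24.9 ± 19.4 (SD, n = 8) in fog-2 gonads to 5479 ± 711 (SD, n = 8) in fem-3(gf) gonads. Its log2 fold change, fem-3(gf) over fog-2, was 7.76 (standard error 0.35, adjusted p = 1.95e-13 from edgeR's quasi-likelihood test). The log2 fold change of spe-44 on chromosome IV was 2.97 (standard error 0.11), that of fog-1 on chromosome I was 2.34 (standard error 0.16), and that of cpb-1 on chromosome III was 1.59 (standard error 0.22). Of the oogenic genes, pie-1 (WBGene00004027, chromosome III, 12426893 to 12429195) fell from 4787 ± 615 (SD, n = 8) in fog-2 gonads to 554 ± 124 (SD, n = 8) in fem-3(gf) gonads, a log2 fold change of -3.11 (standard error 0.14, adjusted p = 2.78e-13 from the same edgeR test). The log2 fold changes of rme-2, tra-2 and oma-1 were -2.71 (standard error 0.23), -2.17 (standard error 0.19) and -1.34 (standard error 0.20). For 7 of these 8 genes, no library of one mutant overlapped the other mutant's libraries (two-sided exact permutation test, p = 0.000155, the smallest possible). The exception was oma-1 (exact p = 0.000777), whose count in fog-2 replicate 2 was 5738 against 14637 to 19139 in the other fog-2 libraries.

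The gender-neutral genes him-3, ima-1 and spo-11 passed the threshold on the adjusted p-value (6.05e-06, 2.58e-08 and 0.000418 in edgeR's test) and were gender-neutral because they differed less than 2-fold, with log2 fold changes of 0.60, -0.96 and -0.48. In the 8 libraries with shared replicate numbers, spo-11 did not pass that threshold. Its adjusted p-value in edgeR's test was 0.0379 with the replicate block and 0.0556 without it. The change of ima-1 lies 0.04 from the 2-fold threshold with a standard error of 0.09, and ima-1 was called oogenic with library-size normalization only (-1.09) and in the 8 libraries with shared replicate numbers, both with the replicate block (-1.03) and without it (-1.03). For ima-3, with 14560 ± 4512 (SD, n = 8) in fog-2 gonads and 12042 ± 2582 (SD, n = 8) in fem-3(gf) gonads, the difference was not larger than the spread between replicates (log2 fold change -0.27, standard error 0.21, adjusted p = 0.267 from edgeR, exact permutation p = 0.193).

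**Figure D2:**
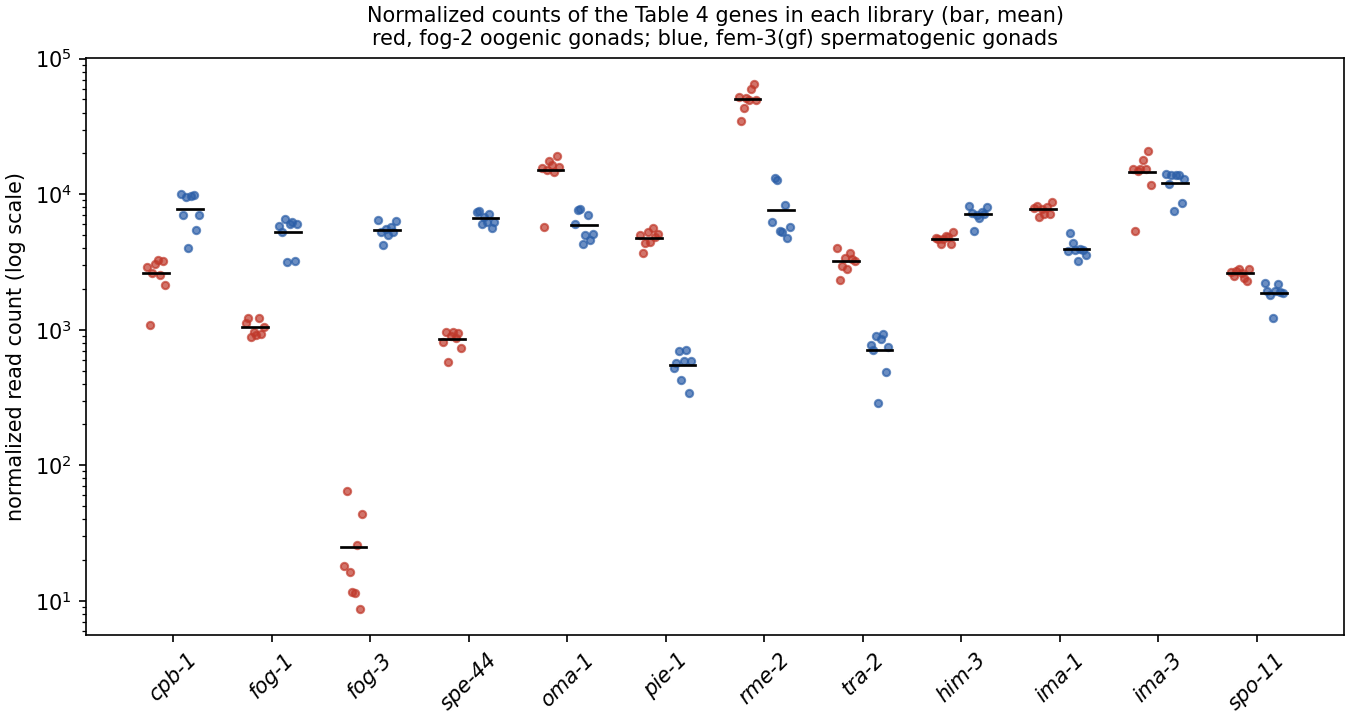
Normalized read count (log scale) of each Table 4 gene in each of the 8 fog-2 libraries (red points) and the 8 fem-3(gf) libraries (blue points), with a black bar at the mean. The groups are farthest apart for fog-3, with means of 24.9 and 5479, and overlap for ima-3.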

All spermatogenic, oogenic, and gender-neutral genes are labeled as such and listed in an Excel searchable format in Table S1, column H. Table 4 shows 12 representative genes previously determined experimentally to have gender-neutral or sex-biased germline expression.

**Table 3:** Sex-enriched expression

	Reinke *et al.* (2004)	This Work 2014	Overlap*^a^*
Spermatogenesis-enriched genes	865	2748	98%
Oogenesis-enriched genes	1030	1732	37%
Gender-neutral	1250	6274	83%

a Percent transcripts in Reinke *et al.* (2004) also found in this work.

**Table 4:** Representative genes with known sex bias expression

Gene Name	Sex-Biased Expression	Original Reference for Sex Bias	*fog-2* Expression Value *^a^*	*fem-3* Expression Value*^a^*	log_2_ *fog-2/fem-3* Expression Value*^a^*		Adjusted p-value (FDR)*^a^*	
*cpb-1*	Spermatogenic	Luitjens *et al.* (2000)	16.0E+02	55.0E+02	1.77	5.68E−12		
*fog-1*	Spermatogenic	Luitjens *et al.* (2000)	6.26E+02	38.8E+02	2.63	1.08E−27		
*fog-3*	Spermatogenic	Chen *et al.* (2000)	0.195E+02	56.9E+02	8.18	1.7E−189		
*spe-44*	Spermatogenic	Kulkarni *et al.* (2012)	5.32E+02	47.8E+02	3.16	1.13E−48		
*oma-1*	Oogenic	Detwiler *et al.* (2001)	90.9E+02	40.5E+02	−1.16	8.84E−08		
*pie-1*	Oogenic	Tenenhaus *et al.* (1998)	34.6E+02	4.84E+02	−2.83	5.78E−41		
*rme-2*	Oogenic	Grant and Hirsh (1999)	184.E+02	33.5E+02	−2.46	1.22E−38		
*tra-2*	Oogenic	Okkema and Kimble (1991)	21.5E+02	0.574E+02	−1.90	5.78E−20		
*him-3*	Gender-neutral	Zetka *et al.* (1999)	15.8E+02	28.9E+02	0.88	5.76E−06		
*ima-1*	Gender-neutral	Geles and Adam (2001)	44.7E+02	26.2E+02	−0.76	2.01E−04		
*ima-3*	Gender-neutral	Geles and Adam (2001)	80.4E+02	75.8E+02	−0.08	5.26E−24		
*spo-11*	Gender-neutral	Dernburg *et al.* (1998)	18.7E+02	15.4E+02	−0.63	4.93E−03		

a This work.

A comparison of our datasets (spermatogenic, oogenic, and gender-neutral genes) with those of a similar but earlier study (Reinke *et al.* 2004) reveals considerable overlap between spermatogenic and gender-neutral genes, but less with oogenic genes (Table 3). Only 37% of oogenic genes were found in our oogenic gene list. Where were the missing 63%? The majority were in the gender-neutral gene list (99%). Why were so many “oogenic” genes in the study by Reinke *et al.* (2004) “gender-neutral” genes in our study? One possible explanation is that our work queried very young adult gonads with only a few mature oocytes, whereas Reinke *et al.* (2004) used older adults with many mature oocytes. Another explanation is that our study had greater sensitivity. Both explanations likely have some validity. 

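The in situ patterns of 153 oogenic genes of Reinke and colleagues were read from the first 1998 genes of Table S1, the part used here. These are not a random sample of the table. In the gonad counts, the 62 genes that the table lists as oogenic in situ had a median log2 fold change, fem-3(gf) over fog-2, of -1.52 (quartiles -2.22 and -0.91), and 45 of them (72.6%) were called oogenic. The 91 genes listed as gender-neutral in situ had a median of -0.72 (quartiles -1.11 and -0.43), and 28 of them (30.8%) were called oogenic. None of the 153 genes was called spermatogenic. The medians differed by -0.80 (two-sided permutation test across genes, 100000 resamples, p = 1e-05, the smallest they can give). Genes are not independent replicates, so this test describes these lists in these libraries.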

We blindly surveyed expression of all the Reinke *et al.* (2004) study’s oogenic genes in the NEXTDB database and found 582 genes with unambiguous *in situ* hybridization data; of these, 42% (242/582) were enriched for germline expression in adult hermaphrodites compared with L4s, consistent with their oogenic classification (Table S1, column I), whereas 58% (243/582) were expressed at approximately the same level in both larval and adult germlines. The percentage of the Reinke *et al.* (2004) study’s oogenic genes validated as enriched during oogenesis according to NEXTDB (42%) is therefore similar to the percentage overlap between oogenic genes found here and that work (37%) (Table 3). We suggest that the datasets are comparable but not identical.

We also compared our data with recent studies of sex-biased gene expression and evolution (Thomas *et al.* 2012; Albritton *et al.* 2014). In agreement with those works, we found that the average fold change in expression of spermatogenic genes was greater than that of oogenic genes (Figure 3A). 

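The median absolute log2 fold change was 6.50 (quartiles 2.57 and 9.30) over the 3221 spermatogenic genes and 2.27 (quartiles 1.44 and 3.69) over the 2474 oogenic genes. The means were 6.02 ± 3.32 (SD across genes) and 2.89 ± 1.88 (SD across genes). The medians differed by 4.23 (two-sided permutation test of the class labels across genes, 100000 resamples, p = 1e-05, the smallest they can give, with genes not being independent replicates). An absolute log2 fold change of at least 8 was found for 1297 spermatogenic genes (40.3%) and for 60 oogenic genes (2.43%). Over the alternatives run for it, the difference of medians was smallest, at 2.80, with a false discovery rate of 5% and largest, at 6.58, in the 8 libraries fitted with a replicate block. Fold changes of this size rest on few reads in the lower mutant and depend on the prior count that edgeR adds. With a prior count of 2, the difference was 3.27.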

We also found that oogenic genes were significantly enriched compared with total gonadal genes on chromosome X (28% oogenic *vs.* 22% gonadal on X) but underenriched on autosomes (72% *vs.* 78% on autosomes); conversely, spermatogenic genes were significantly underenriched on chromosome X (7% spermatogenic *vs.* 12% gonadal on X) but enriched on autosomes (93% *vs.* 88% on autosomes) (Figure 3B, see legend for p-values), confirming previous results (Reinke *et al.* 2000, 2004). 

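The chromosome of a gene was taken from the annotation of WBcel235. Of the genes expressed from nuclear chromosomes, 1905 (13.0%) lie on chromosome X and 12702 on autosomes. Among spermatogenic genes, 214 lie on X and 2977 on autosomes, a share on X of 6.71% (95% Wilson interval 5.89 to 7.63%) against 14.8% of the other expressed genes (odds ratio 0.413, two-sided Fisher's exact test, p = 1.59e-37). Among oogenic genes, 614 lie on X and 1839 on autosomes, a share on X of 25.0% (95% Wilson interval 23.4 to 26.8%) against 10.6% of the other expressed genes (odds ratio 2.81, Fisher's exact test, p = 8.01e-72). The hypergeometric test of the paper's legend gave p = 9.91e-38 for the spermatogenic and p = 5.69e-72 for the oogenic genes. In the alternatives run for them, which did not include leaving out single libraries, both shares kept their side of the expressed genes, from 2.59% to 7.98% for spermatogenic genes and from 22.5% to 28.2% for oogenic genes. Per chromosome, 32.2% of the genes expressed from X were oogenic, against 12.9% to 17.6% on the autosomes. Spermatogenic genes made up 11.2% of the genes expressed from X and 18.1% to 27.9% on the autosomes. The paper sets these shares against those of all gonad-expressed genes and concludes that oogenic genes are enriched and spermatogenic genes underenriched on chromosome X.

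**Figure D3:**
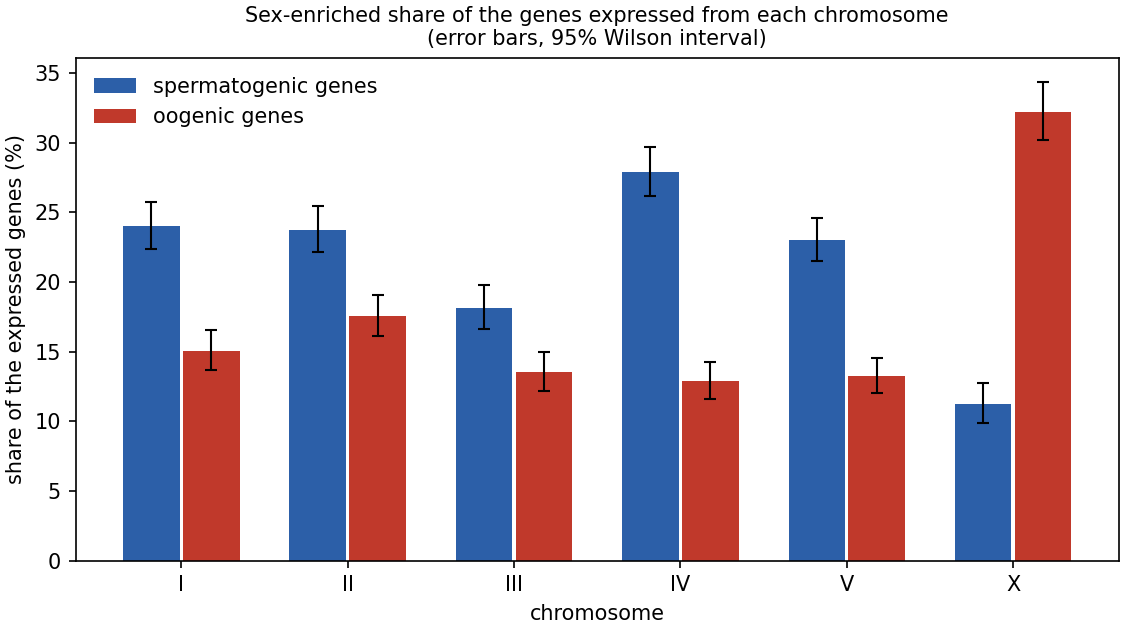
Share of the expressed genes of each chromosome, in percent, that were spermatogenic (blue bars) or oogenic (red bars), with 95% Wilson intervals as error bars. On X the oogenic share (32.2%) is above the spermatogenic share (11.2%), and on each autosome the spermatogenic share is the higher.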

Finally, those previous studies found more spermatogenic genes than oogenic genes, in agreement with our results (Figure 2, Figure 3A, and Table S1). Therefore, recent studies using RNA-Seq from whole worms are consistent with this analysis of gonadal sex-biased gene expression.

**Figure 3:**
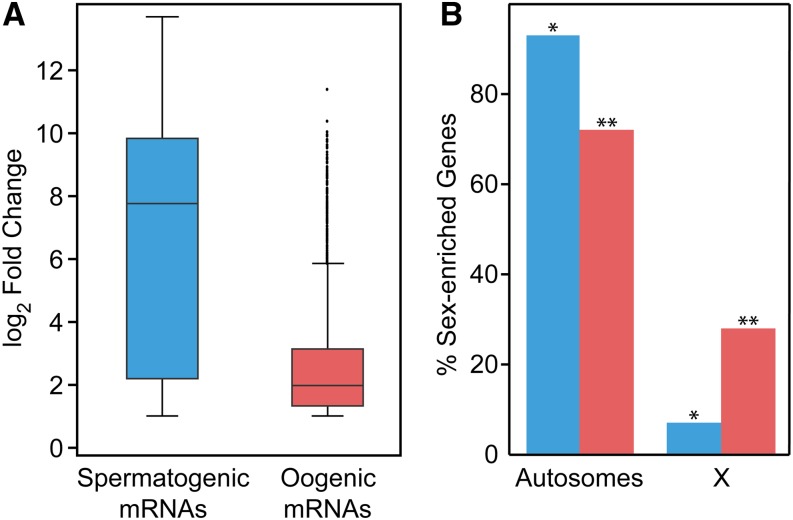
Analyses of spermatogenic and oogenic-enriched mRNAs/genes. (A) Box plot of expression fold changes for spermatogenic-enriched (blue) and oogenic-enriched (red) mRNAs, with whiskers indicating outliers. (B) Bar graph showing percentage of genes encoding spermatogenic-enriched (blue) or oogenic-enriched (red) mRNA on autosomal (left) and X (right) chromosomes. Significance of enrichment or depletion was calculated using Hypergeometric distribution with comparisons between the number of genes with sex-enriched expression on autosomal or X chromosomes and the total number of gonad-expressed genes on autosomal (9476 genes) or X chromosomes (1274 genes). *p-value < 10^−24^; **p-value < 10^−93^.

We hypothesized that genes involved in common germline processes, such as meiosis, would be enriched in the gender-neutral expression category. To test this idea, we searched for genes involved in meiosis according to Gene Ontology classification and RNAi experiments reported in WormBase. Our gender-neutral list included 82% (231/281) of those genes with meiosis-related functions (Table S2). Thus, meiotic cell cycle genes are enriched in our gender-neutral dataset compared with sex-enriched datasets.

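All 281 genes of Table S2 had enough reads to be tested in the gonad counts. Of these, 222 were gender-neutral, a share of 79.0% (95% Wilson interval 73.9 to 83.4%), against 61.1% of the 14486 other expressed genes (odds ratio 2.40, two-sided Fisher's exact test, p = 2.60e-10). The share ranged from 75.4% with library-size normalization only to 85.1% in the test against the 2-fold threshold, and it stayed above that of the other genes in each alternative run for it, which did not include leaving out single libraries. Table S2 lists genes expressed in the gonad, and its genes were compared here with all expressed genes because any of those could have been called.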

#### Gonadal genes identified specifically in this study:

Using the NEXTDB database, we explored the tissue expression of gonad-expressed mRNAs identified in this work but not in previous studies of isolated gonads (Wang *et al.* 2009) or germline expression (Reinke *et al.* 2004). NEXTDB archives *in situ* hybridization results for approximately half the annotated *C. elegans* genes and includes unambiguous staining patterns for 1522 of the 2567 genes found specifically in this study. 

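Table S1 gives a germline or soma pattern in situ for 287 of its first 1998 genes, the part used here, and an ambiguous pattern for 194 more. The part used is the start of the table and not a random sample of it. By the classes called from the counts, the pattern was germline for 62 of 65 oogenic genes (95.4%, 95% Wilson interval 87.3 to 98.4%), 14 of 17 spermatogenic genes (82.4%, interval 59.0 to 93.8%) and 129 of 205 gender-neutral genes (62.9%, interval 56.1 to 69.2%). Against the other classes together, the oogenic share was higher (Fisher's exact test, two-sided, p = 1.13e-07) and the gender-neutral share lower (p = 9.72e-08). With 17 genes, the spermatogenic share could not be told apart from that of the other classes (Fisher's exact p = 0.412).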

Of these 1522 staining patterns, 92% of spermatogenic (178), 90% of oogenic (294), and 74% of gender-neutral (743) genes were expressed in the germline tissue according to NEXTDB (Table S1, column J). Moreover, a sampling of genes was scored for gender expression. Most genes classified as sperm-enriched were visibly more abundant in L4 spermatogenic than adult oogenic germlines (69%; n = 103); most classified as oocyte-enriched were visibly more abundant in adult than L4 germlines (75%, n = 216); and most classified as gender-neutral were found at both stages with no obvious visible difference in abundance (78%; n = 363). Therefore, our dataset provides a new source for genes expressed in the germline.

#### Other comparisons:

We also compared our spermatogenic, oogenic, and gender-neutral datasets with several others (Figure 4). First, we compared them to lists of target genes or target mRNAs of crucial gamete regulators. The SPE-44 transcription factor drives spermatogenesis with many predicted target genes (Kulkarni *et al.* 2012). Most *spe-44* predicted targets were found in our list of spermatogenic genes (475/668) but not in our list of oogenic genes (55/668) (Figure 4A). GLD-2/RNP-8 and EFL-1/DPL-1 heterodimers drive the process of oogenesis (Kim *et al.* 2009; Kudron *et al.* 2013). Many GLD-2/RNP-8 (178/317) and EFL-1/DPL-1 (130/309) predicted targets were on our list of oogenic genes, and the majority in a combined list of oogenic plus gender-neutral genes [GLD-2/RNP-8 (313/317); EFL-1/DPL-1 (290/309)], whereas overlap with spermatogenic genes was low [GLD-2/RNP-8 (4/317)**;** EFL-1/DPL-1 (19/309)] (Figure 4, B and C).

**Figure 4:**
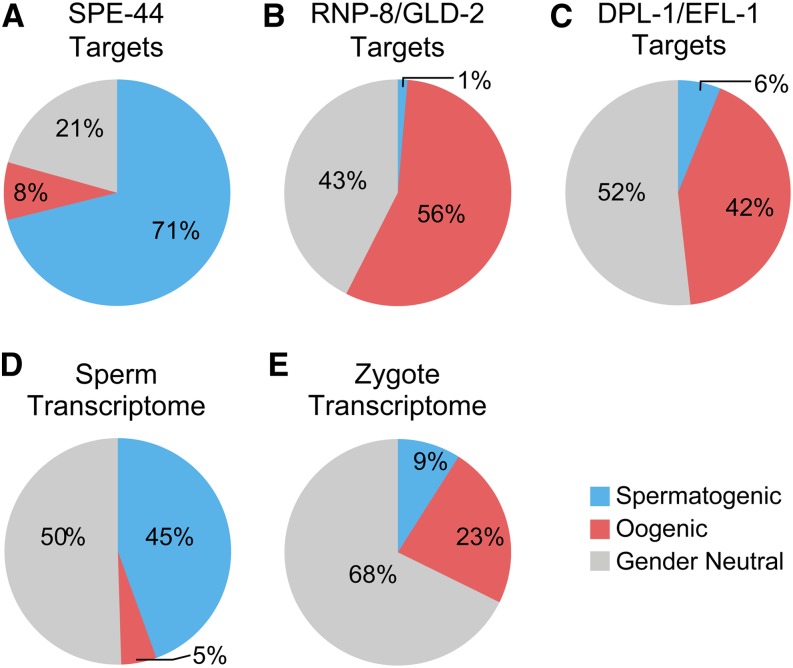
Dataset comparisons. (A–E) Pie charts with overlaps between other relevant datasets, as noted in figure, and this work’s spermatogenic (blue), oogenic (red), and gender-neutral (gray) datasets. See text for explanation and references.

Second, we compared our datasets with transcriptomes obtained from isolated mature sperm (Ma *et al.* 2014) or zygotes (Baugh *et al.* 2003). Both contained many of our gender-neutral expression gene set. However, the mature sperm transcriptome contained almost half of our spermatogenic gene dataset (1216/2748) and the zygote transcriptome contained 64% of our oogenic dataset (1117/1732), which represent 45% and 23% of the sperm and zygote transcriptomes (Figure 4, D and E). These comparisons therefore provide additional validation for our spermatogenic, oogenic, and gender-neutral datasets.

#### Datasets for differential exon usage in spermatogenic vs. oogenic gonads:

To further characterize spermatogenic and oogenic transcriptomes, we analyzed the original Seq data to look for transcript level differences. Out of 99,984 total exon–exon junctions identified by TopHat in both transcriptomes, 86,452 (86.5%) represented canonical junctions (consecutive exons) and 13,532 (13.5%) represented noncanonical junctions (nonconsecutive exons) (Table S3). Transcripts were assembled in each gonad transcriptome using Cufflinks. We detected 25,461 expressed transcripts in spermatogenic gonads and 24,333 expressed transcripts in oogenic gonads, including isoforms in both cases (Table S4).

To identify isoforms enriched in spermatogenic and oogenic gonads, we analyzed differential exon usage between the gonadal transcriptomes. We identified 577 differentially expressed exons (DEXSeq; FDR < 1%) affecting 351 genes (Table S5). Of the 351 genes, 326 genes (93%) have annotated gene models on WormBase that correspond to our exon usage analysis. We also found that 253 genes (73%) were affected in protein-coding exons. As an example, we visualized mapped reads to the *fog-1* gene locus with the UCSC Genome Browser. In agreement with the exon usage analysis, we found both the long and short *fog-1* isoforms with enrichment of the “long” isoform in spermatogenic gonads and enrichment of the “short” isoform in oogenic gonads (Figure 5A). This finding mirrors *fog-1* isoforms found previously using Northern blots (Luitjens *et al.* 2000). We also identified, as another example, sex-specific enrichment for the first exon of the mRNA encoding Argonaute protein CSR-1 (Figure 5B), which is intriguing given the role of CSR-1 in spermatogenesis (Conine *et al.* 2013). 

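Of the 351 genes of Table S5, 347 were counted as single genes and tested for their total reads. Their classes in the gene counts were spermatogenic for 172 genes (49.6%, 95% Wilson interval 44.3 to 54.8%), gender-neutral for 103 (29.7%, interval 25.1 to 34.7%) and oogenic for 72 (20.7%, interval 16.8 to 25.3%). Of the 14420 other expressed genes, 21.1% were spermatogenic, 62.2% gender-neutral and 16.7% oogenic. Two-sided Fisher's exact tests gave p = 1.02e-30 for the spermatogenic, p = 1.04e-33 for the gender-neutral and p = 0.0492 for the oogenic share. The oogenic comparison sits at the threshold, and with library-size normalization only (21.9%, Fisher's exact p = 0.0914) it did not pass. The gene counts give no reads per exon, so exon usage itself was not analysed here.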

Among the 351 genes with sex-enriched exons, 50% occurred in spermatogenic, 30% occurred in oogenic, and 17% occurred in gender-neutral genes (Table S5). To further characterize these 351 mRNAs, we performed Gene Ontology (GO) analysis. The following biological processes were over-represented compared with all gonad-expressed genes: cell cycle (*P* < 0.005); glucose metabolism (*P* < 0.007); and post-transcriptional gene regulation (*P* < 0.04). Molecular functions relating to ATP binding were also enriched (*P* < 0.003).

**Figure 5:**
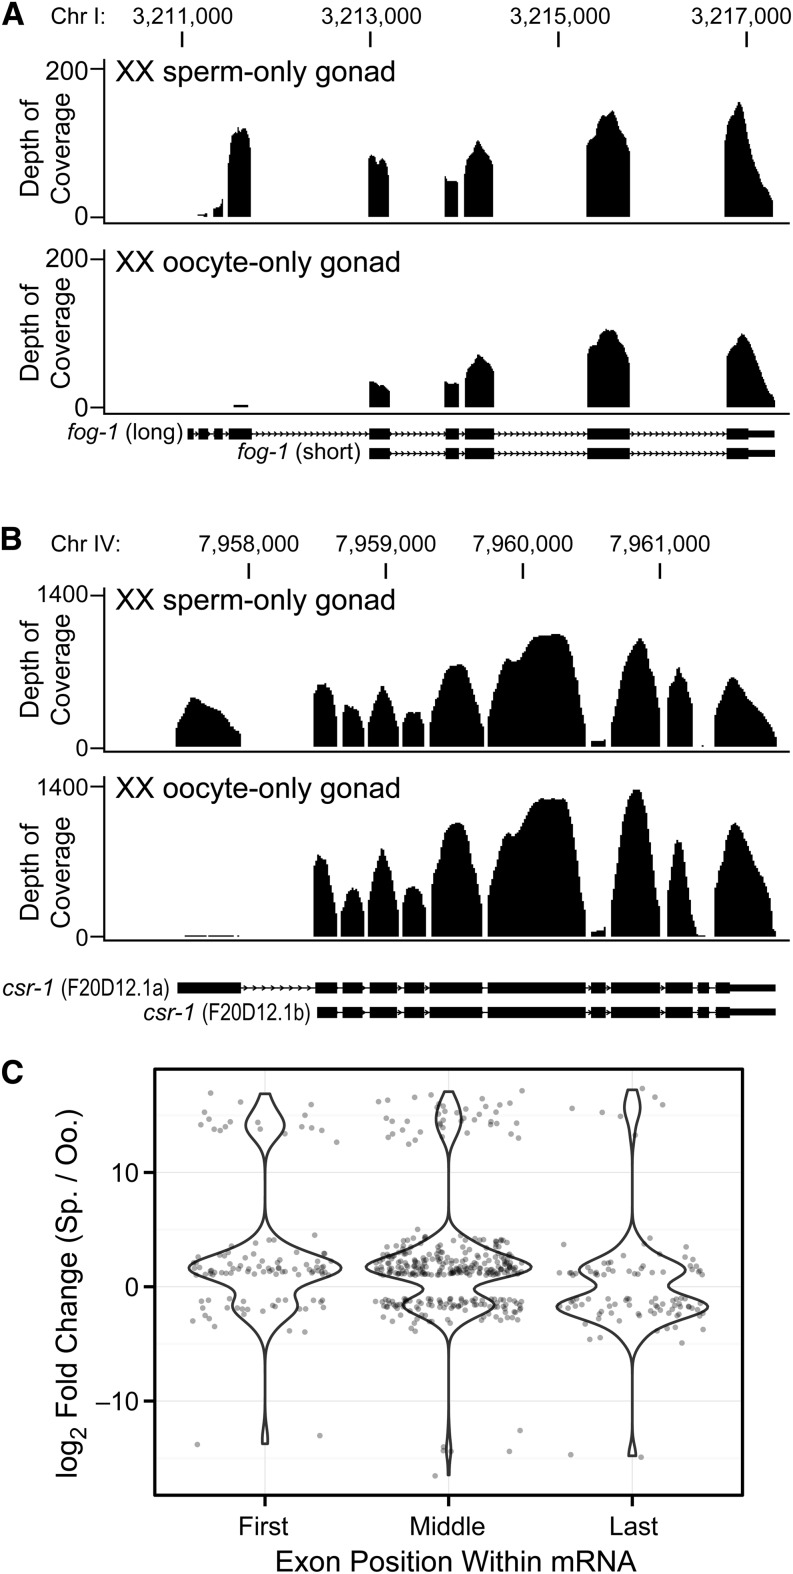
Sex-enriched exon usage in sperm-only *vs.* oocyte-only XX gonads. (A and B) Coverage plots of sequencing reads mapping to exons in spermatogenic gonads (above) and oogenic gonads (below). Depth of coverage is measured as average reads per nucleotide. Relevant isoform models are shown for reference at bottom. Smoothing windows: 5 pixels in (A) and 10 pixels in (B). (A) Differential exon usage at the *fog-1* locus. (B) Differential exon usage at the *csr-1* locus. (C) Locations within transcripts of differentially used exons. Exons are displayed according to log_2_ fold change of normalized counts in *fem-3(q96gf) vs. fog-2(q71)*. Positive values show increased exon use in sperm-only gonads, whereas negative values show increased exon use in oocyte-only gonads.

We next located differentially expressed exons within their transcripts: 19.2% (111/577) were the first exon; 17.7% (102/577) were the last exon; and 63.1% (364/577) were in the middle (Figure 5C). These middle exons reveal exon-skipping events predicted to alter the proteomes of spermatogenic *vs.* oogenic gonads. Although splicing factors have dramatic effects on gamete specification (Puoti and Kimble 1999, 2000; Kerins *et al.* 2010), the affected RNAs are not yet known. This dataset of differently expressed exons in spermatogenic and oogenic gonads may be a useful resource for finding events relevant to germline development or more broadly for studies of alternative 5′ and 3′ end formation as well as alternative splicing.

## Conclusions

This work provides new datasets for spermatogenic, oogenic, and gender-neutral genes expressed in the *C. elegans* gonad. The major advantages over earlier datasets are doubling the number of genes found expressed in the gonad, with most likely expressed in germline tissue, and identification of sex-enriched mRNA isoforms.

## Supplementary Material

Supporting Information

# Supplementary material for: A New Dataset of Spermatogenic vs. Oogenic Transcriptomes in the Nematode Caenorhabditis elegans
**Source:** G3 (Bethesda). 2014 Jul 24;4(9):1765–72. doi: 10.1534/g3.114.012351
**Supplement:** Supporting Information

A New Dataset of Spermatogenic vs. Oogenic Transcriptomes in the Nematode Caenorhabditis elegans — Supporting Information 

# A New Dataset of Spermatogenic *vs.* Oogenic Transcriptomes in the Nematode *Caenorhabditis elegans*

## Supporting Information for Ortiz *et al.*, 2014

**Files in this Data Supplement:**

- Table S1 - Genes expressed in the gonad determined by DESeq. NA = not applicable, either because gene was not in list being analyzed or because *in situ* data was not available for gene in question. (.xlsx, 1 MB)
- Table S2 - Genes expressed in the gonad with meiotic related functions. (.xls, 85 KB)
- Table S3 - Analysis of exon junctions in spermatogenic and oogenic gonads. (.xlsx, 4 MB)
- Table S4 - Transcripts expressed in gonads determined by Cufflinks. *q71* refers to *fog-2(q71)* oogenic gonads; *q96* refers to *fem-3(q96gf)* spermatogenic gonads. (.xls, 4 MB)
- Table S5 - Exon usage in mRNAs expressed in the gonad determined by DEXSeq. *q71* refers to *fog-2(q71)* oogenic gonads; *q96* refers to *fem-3(q96gf)* spermatogenic gonads. (.xls, 186 KB)

How the deposited data were processed for this re-analysis (not part of the article)

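The data are read counts from RNA-Seq of polyadenylated RNA of isolated XX gonads, with 8 libraries of fog-2(q71) oogenic gonads and 8 of fem-3(q96gf) spermatogenic gonads. The authors aligned single-end reads with TopHat2 to WBcel235, counted the reads on each gene of the Ensembl annotation, and deposited raw counts per gene for each library, without normalization or a filter on low counts. Libraries were grouped by the mutant and replicate number in the labels, and no library was left out.

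Each library lists 42407 features. The main values use the 38867 that name a single gene, since the paper removed ambiguous annotations. Of these, 38535 were found in the Ensembl release 115 annotation of the same assembly, from which chromosome, position and gene type were taken, and 332 were not. Between 22710001 and 38133353 reads per library were counted on single genes, so that 3 reads stand for 0.0787 to 0.132 CPM, the reads of a gene relative to 1 M counted.

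A gene was expressed in a mutant with at least 16 reads in total over its 8 libraries. Differences between the mutants were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, robust quasi-likelihood fit, prior count 0.125, all 16 libraries, no covariate), with Benjamini-Hochberg adjustment and thresholds of an adjusted p-value under 0.01 and at least 2-fold. The paper used DESeq, which was not used here, and DESeq2 1.42.0 was an alternative. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. The test was checked on simulated counts, where it called 178 of 200 changed genes and 3 unchanged genes. All simulated changes were well above 2-fold, so calls near the threshold were not checked. Single values of 8 against 8 libraries were compared with two-sided exact permutation tests over 12870 splits, shares with two-sided Fisher's exact tests and 95% Wilson intervals (scipy 1.17.1), and medians across genes with permutation tests of 100000 resamples.

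The genes named in the text follow a rule set before the data were examined. They are the 12 genes of Table 4, the mutated genes fem-3 and fog-2, fog-1 and csr-1, and in each direction the 3 genes with the largest change past both thresholds, with at least 100 CPM in the enriched mutant and no overlap between the mutants' libraries. Gene lists came from Tables S2 and S5 and from the first 1998 genes of Table S1.

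Alternatives set before the data were examined covered the normalization (RLE, or library size only), DESeq2, the filter on low counts, a test against the 2-fold threshold, a false discovery rate of 5%, the ratio of group means, a prior count of 2, a block for the 4 replicate numbers that both mutants share, protein-coding genes only, and each library left out in turn. After seeing the data, 3 more were added, which included the joined features, left out rRNA genes, or used the level of intestinal marker genes as a covariate. Lists of targets and of sperm or zygote transcripts, exon counts, junctions and assembled transcripts were not analysed here.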

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

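In 64 groups of 8 libraries, the gap between an extreme library and the nearest other was compared with the range of the group, and 6 groups exceeded the critical value of Dixon's test, where chance gives 3.2. The tests of thinned libraries, of intestinal RNA and of the libraries numbered 2 named here were chosen only after the results they bear on had been seen.

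Of the 6 groups, 3 owe their value to fog-2 replicate 2. This library had 12951 genes with reads against 13937 to 14673 in the other fog-2 libraries (ratio of gap to range 0.573), an oma-1 count of 5738 against 14637 to 19139 (0.664) and a fog-2 gene count of 483 against 209 to 276 (0.757). Without rRNA reads, it had the fewest reads of the fog-2 libraries, 21010062. When all fog-2 libraries were thinned to that total without rRNA genes, it still had the fewest genes with reads, 12934 against 13377 to 14194, but the ratio fell to 0.352, below the critical value. Replicate 6, with 22049243 reads without rRNA, had 14035 genes at the same total, so the reads left after rRNA reads account for part of the gap and not for all of it. They were not tested for the oma-1 and fog-2 counts. RNA of fem-3(gf) gonads mixed into it is not seen, since its share of the fem-3(gf) level of spermatogenic transcripts, 0.139%, lies near the median of the fog-2 libraries, 0.138%.

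Another group is spo-11 in fem-3(gf) gonads, where replicate 2 had 1212 against 1794 to 2208 (0.584). Intestinal markers weighed more on the main axis of variation within each mutant than matched random gene lists (share of lists as large 0.0001 in each mutant, the smallest they can give), but their level does not single out these libraries. It was 1913 CPM in fog-2 replicate 2 and 1683 CPM in replicate 3, which had 14524 genes with reads and an oma-1 count of 15080. In fem-3(gf) gonads it was 4660 CPM in replicate 2 and 5869 CPM in replicate 7, whose spo-11 count was 1886. The libraries numbered 2 also had the lowest counts of cpb-1, oma-1, tra-2, ima-3 and csr-1 in both mutants. Their deviations from the group means correlated at 0.617, and those of fog-2 replicate 2 and fem-3 replicate 7 at 0.570. The pair was examined because it stood out, so something these libraries share, such as a batch, cannot be told apart from the other explanations. A difference in the stage of the gonads was not tested. Without fog-2 replicate 2, 3682 spermatogenic and 2501 oogenic genes were called.

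The remaining groups are C14A6.13 in fog-2 gonads, where replicate 3 had a normalized count of 7.70 against 0.83 to 1.64 (0.882), and the body muscle markers in fog-2 gonads, where replicate 5 had 480 CPM against 279 to 331 (0.743). For C14A6.13 the highest raw count was 8 reads. The share of the fem-3(gf) level over spermatogenic transcripts was 0.217% in replicate 3. It was 0.202% in replicate 8, whose C14A6.13 count was 1.25. With so few reads on a single gene, this comparison cannot decide whether carried-over fem-3(gf) RNA accounts for replicate 3. For the muscle markers no explanation was tested. No biological explanation was tested for any of these 6 groups.

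The paper discusses mRNAs of unambiguous genes. Among 533 joined features, each naming overlapping genes, 117 were enriched in spermatogenic and 78 in oogenic gonads at the same thresholds. A joined feature cannot be given to one of its genes from the counts. Among 899 genes that the annotation lists as other than protein-coding, 324 were spermatogenic and 112 oogenic, of which 285 and 97 are pseudogenes. Reads shared with a near-identical parent gene were not tested as an explanation, since the counts do not show where in a gene reads fall, so these calls cannot be told apart from it.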

How the results depend on the processing

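The joined features, the fit without rRNA genes and the intestinal covariate were added as alternatives only after the results were seen. The counts of spermatogenic, oogenic and gender-neutral genes stayed within 1.5 times the main counts under every alternative except the replicate block, where the 8 libraries with shared numbers gave 2140 spermatogenic genes against 3221. The same 8 libraries without the block gave 2328. Across the 16 fits that each left out one library, spermatogenic genes ranged from 3100 to 3682 and oogenic genes from 2188 to 2501. In 100 splits of the 16 libraries that part the shared replicate numbers, 1 split gave as many spermatogenic genes and 1 as many oogenic genes, in each case the comparison of the mutants. The 99 other splits called 0 genes. They had a median of 275 and at most 6458 genes at an unadjusted p-value under 0.05, against 9554 between the mutants. The split with the most exchanged only 1 library of each mutant. Each of the 99 other splits had libraries of both mutants in each group, so the difference between the mutants entered the spread within groups. 0 calls could then hardly have failed to follow, and these splits do not measure how many false calls the test makes.

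A threshold of 1 CPM in 4 libraries lowered the expressed genes to 7980 from 13125 in fog-2 gonads and to 7287 from 12263 in both mutants. Non-protein-coding spermatogenic genes fell to 207 from 324 with the replicate block. Non-protein-coding oogenic genes fell from 112 to 44 with the block, 56 in the same libraries without it and 59 with filterByExpr. Protein-coding genes only gives no value for these 2 counts.

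The oogenic share of exon-usage genes, 20.7% with p = 0.0492 in Fisher's exact test, no longer passed 0.05 with library size only (21.9%), at least 2 reads in each replicate (20.5%), filterByExpr (19.6%), a false discovery rate of 5% (20.7%) or the intestinal covariate (20.7%). The germline share in situ of spermatogenic genes, 82.4% of 17 genes, passed in no setting and went below that of the other classes with RLE normalization (69.6%), DESeq2 (57.1%), a false discovery rate of 5% (62.5%), protein-coding genes only (66.7%) and the intestinal covariate (69.6%). The hypodermal marker difference of 73.7 CPM changed sign with the median over markers (-0.179), and neither passed its test. The cause was not tested for any of these.

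The share of Table S1 genes given the same class as in that table was 93.1%. It rose to 96.1% with RLE normalization, 95.1% with DESeq2, 96.2% with filterByExpr, 96.3% with protein-coding genes only and 96.1% without rRNA genes, and fell to 89.7% with library size only, 89.5% with the test against the threshold, 91.8% at a false discovery rate of 5%, 87.1% with the replicate block and 87.6% without it.

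The fold change difference between classes, both shares on X, the meiosis share, the spermatogenic and gender-neutral shares of exon-usage genes, the oogenic and gender-neutral germline shares, the comparison of Reinke oogenic genes and the X difference of gender-neutral genes kept their direction and side of 0.05 in every alternative run for them, which leaves out the fits without one library. Among the named genes, the call changed 6 times in the 7 alternatives in which calls were compared for them, 3 weaker and 3 stronger. These were cpb-1 in the 8 libraries without the block, fem-3 with RLE and with DESeq2, and ima-1 with library size only and in the 8 libraries with and without the block. Calls under the other alternatives, the fits without one library among them, were not compared for named genes. Without fem-3 replicate 11, ima-1 was at -1.02. Depth limits the genes near 16 reads and the size of the largest fold changes, which rest on a few reads in the lower mutant.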

Differences from the paper's values

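The paper counts 10754 expressed, 2748 spermatogenic and 1732 oogenic genes, and the counts here were 14767, 3221 and 2474. Under the alternatives, expressed genes ranged from 10110 to 15526 and oogenic genes from 1790 to 2703. The 10110 genes passed 1 CPM in 4 libraries, and 7287 of them passed in both mutants. The paper has 10610 in both. No expression threshold tried gave as large a shared part. With filterByExpr, which removes genes with few reads, 2823 spermatogenic, 1905 oogenic and 6427 gender-neutral genes (paper 6274) were found. It kept 1297 genes on X and 9751 on autosomes. These counts lie nearer the paper's than the main ones, but shared genes were not counted with this filter. The paper gives the share of all gonadal genes on X, set beside the oogenic genes, as 22%, and the value here was 13.0%. None of the alternatives set before the data were examined closed this gap, their range being 11.7% to 13.7%. Beside the spermatogenic genes, the paper's share of gonadal genes on X is 12%, and its legend counts 1274 genes on X and 9476 on autosomes.

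The paper's gender-neutral share of exon-usage genes is 17%, and the value here was 29.7%. None of the alternatives set before the data were examined closed this gap (28.5% to 37.2%). The paper's oogenic share of these genes is 30%, and the value here was 20.7%. In the paper's Table S5, counted by gene, 29.9% are listed as gender-neutral and 17.4% as oogenic.

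The paper's Table 4 heads its log2 column as fog-2 over fem-3. Its values are positive for genes higher in fem-3(gf) gonads, so they were read here as fem-3(gf) over fog-2. Only the printed log2 values were compared. For tra-2 and spo-11, the expression values printed there do not give the printed log2 value. Of the 12 genes of Table 4, 9 had log2 fold changes farther from the paper's than 1 standard error, all of the same sign. For each of these 9 except spo-11, the value here lay below the paper's, towards fog-2. For fog-1 the paper's value is 2.63 and the value here was 2.34. Of the alternatives set before the data were examined, protein-coding genes only (2.49) and the fits without fog-2 replicate 9 (2.48) or fem-3 replicate 2 (2.55) came within the error. For fog-3 (paper 8.18, here 7.76), RLE normalization (7.88), DESeq2 (7.89), filterByExpr (7.88), the replicate block (7.91), protein-coding genes only (7.91) and the fits without fog-2 replicate 2 (8.08), 7 (7.83) or 9 (8.08) or fem-3 replicate 2 (7.89) came within it. For spe-44 (paper 3.16, here 2.97), RLE (3.09), DESeq2 (3.09), filterByExpr (3.09), protein-coding genes only (3.12) and the fits without fog-2 replicate 9 (3.07) or fem-3 replicate 2 (3.10) did. For pie-1 (paper -2.83, here -3.11), the fits without fog-2 replicate 9 (-2.97) or fem-3 replicate 2 (-2.94) did. For rme-2 (paper -2.46, here -2.71), RLE (-2.59), DESeq2 (-2.59), at least 2 reads in each replicate (-2.68), filterByExpr (-2.60), protein-coding genes only (-2.58) and 8 of the 16 fits that left out a library (-2.67 to -2.53) did. For tra-2 (paper -1.90, here -2.17), RLE (-2.05), DESeq2 (-2.05), filterByExpr (-2.06), protein-coding genes only (-2.04) and the fits without fog-2 replicate 7 (-2.08) or 9 (-2.04) or fem-3 replicate 2 (-1.93) did. For ima-1 (paper -0.76, here -0.96), RLE (-0.84), DESeq2 (-0.84), filterByExpr (-0.84), protein-coding genes only (-0.82) and the fits without fog-2 replicate 9 (-0.81) or fem-3 replicate 2 (-0.83) did. For spo-11 (paper -0.63, here -0.48), library size only (-0.60) did. For him-3 (paper 0.88, here 0.60), none of the alternatives set before the data were examined closed the gap. For each of these genes, the alternatives set before the data were examined and not named with it stayed outside the error.

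Leaving out rRNA genes, an alternative chosen after seeing the values, came within the error for 8 of the 9 genes: fog-1 (2.56), fog-3 (7.97), spe-44 (3.17), pie-1 (-2.90), rme-2 (-2.51), tra-2 (-1.96), him-3 (0.80) and ima-1 (-0.76). It moved spo-11 farther from the paper's printed log2 value (-0.27). Since the expression values printed for spo-11 do not give that log2 value, this gene does not count for or against the alternative. The joined features (-2.68) and the intestinal covariate (-2.69), also chosen after seeing the values, came within the error for rme-2 and for none of the other 8 genes. None of these 3 alternatives closed the gaps in the share on X or the gender-neutral exon-usage share.

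The paper's Table 4 lists ima-3 with an adjusted p-value below its threshold, and the value here was 0.267 in edgeR's quasi-likelihood test.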

Other observations

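Of the tests described here, those on spermatogenic transcripts in fog-2 libraries, on rRNA and on intestinal RNA were chosen only after the results they bear on had been seen.

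The paper removed most somatic tissue by isolating gonads. From a list of 27 marker genes, the summed CPM were compared between the mutants with two-sided exact permutation tests, adjusted over 5 tissues. Neuronal markers were lower in fem-3(gf) gonads (65.9 ± 8.24, SD, n = 8) than in fog-2 gonads (155 ± 10.8, SD, n = 8; exact p = 0.000155, adjusted 0.000389), in every library. Somatic gonad markers were higher (17.6 ± 3.13 against 10.1 ± 2.56, SD, n = 8; exact p = 0.000155, adjusted 0.000389), again in every library, and so were body muscle markers (474 ± 141 against 332 ± 61.6, SD, n = 8; exact p = 0.0107, adjusted 0.0179). With the median over the markers of a tissue in place of the sum, the neuronal and somatic gonad differences passed again (adjusted p = 0.000777 each, exact tests) and the body muscle difference did not (adjusted p = 0.0686, exact test). Hypodermal and intestinal markers did not differ (exact p = 0.220 and 0.216). The totals of the libraries did not differ between the mutants (exact permutation p 0.696). CPM are already relative to these totals, so that test cannot decide whether depth plays a part in the marker differences. Whether germ cells themselves express some of these markers was not tested, so no tissue is assigned to these differences.

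Intestinal markers varied widely between libraries of one mutant, from 189 to 1913 CPM in fog-2 gonads and from 134 to 5869 in fem-3(gf) gonads. The first principal component held 51.5% of the variance between fog-2 libraries and 58.7% between fem-3(gf) libraries, and replicate 2 weighed most in each. The 6 intestinal markers with enough reads had larger loadings than 10000 random lists of genes of the same expression in both mutants (share of lists as large 0.0001, the smallest they can give). RNA from intestine left on some gonads may therefore be one source of the spread between replicates. With the intestinal marker level as a covariate, 5917 genes were spermatogenic or oogenic against 5695. Of the 5695 genes, 5614 (98.6%) kept their class, 81 became gender-neutral and 0 changed to the opposite class, and 303 genes were gained. Results close to a threshold did move with this covariate, as given above for the exon-usage and in situ shares.

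Spermatogenic transcripts were not at 0 in fog-2 libraries. Over 985 genes whose level in 4 fem-3(gf) libraries exceeded that in 4 fog-2 libraries by a log2 ratio of at least 8, with at least 20 CPM in the former, the fog-2 libraries held between 0.102% (replicate 5) and 0.217% (replicate 3) of the fem-3(gf) level. In the 4 fog-2 libraries not used to choose the genes, the slope of the count on the level in the other 4 fem-3(gf) libraries was 1.063 on a log scale (95% interval 1.024 to 1.102). A constant fraction of fem-3(gf) RNA or reads in each fog-2 library would give a slope of 1, but choosing genes by their ratio also pushes the slope towards 1, so it does not bear on that explanation. The counts scattered 16.5 times as much as Poisson counts. C14A6.13, tbx-34 and F32B6.4 were at 0.0510%, 0.0550% and 0.0556% of their fem-3(gf) level, and each lay below the share of the library in all 8 fog-2 libraries. These genes were chosen for the largest fold changes, so values below the share follow from that choice. A carried-over fraction was thus neither shown nor ruled out. The 99th percentiles of the absolute log2 fold change differed by 1.834 between spermatogenic (10.74) and oogenic genes (8.90), but this follows from the smaller number of large oogenic changes, and the highest values, 11.58 and 10.95, lie closer together. Misassignment of reads in both directions between pooled libraries can therefore not be told apart from low transcription of these genes in fog-2 gonads, which was not tested.

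Gender-neutral genes on X had a median log2 fold change of 0.34 and those on autosomes of -0.01, a difference of 0.36 towards fem-3(gf) (permutation test across 1077 and 7886 genes, p = 1e-05, the smallest possible). The shift set down before the data were examined was the opposite one, towards fog-2 as for X-linked oogenic genes, and it was not found. Genes called oogenic, 32.2% of those expressed from X, are not among the gender-neutral genes, so this set could hardly have shown a shift towards fog-2, and the shift towards fem-3(gf) cannot be told apart from that selection. Within deciles of exonic length the difference was 0.356 (permutation p 0.0001, the smallest possible), so length did not account for it. Within deciles of mean expression it was 0.082 (permutation p = 0.0702), so the expression level of X-linked genes may account for most of it. With library-size normalization only it was 0.38, but a scaling factor moves all genes alike, so that value could not have shown otherwise. Of the other alternatives, the intestinal covariate (0.156) and no filter on low counts (0.161) lowered it most, and in both it still passed its permutation test (p = 1e-05, the smallest possible). The shift is thus not put forward as biological.

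Among autosomes, chromosome IV had the highest share of spermatogenic genes, 27.9% against 22.4% on the other autosomes (Fisher's exact p = 1.09e-08). Chromosome III had the lowest, 18.1%. When each family of gene symbols was counted once, chromosome IV kept a higher share, 29.2% against 24.3% (Fisher's exact p = 1.17e-05), which goes against multigene families as the only explanation. Families without a shared symbol and clusters of neighbouring genes were not tested, so a biological explanation is left open.

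A relation between the rRNA share and the depth of the libraries was not resolved with 16 libraries. Both coefficients were negative and neither passed 0.05 (Pearson r = -0.329, permutation p = 0.215; Spearman rho = -0.482, permutation p = 0.0604; adjusted over these tests, 0.215 and 0.121). Without the 2 libraries farthest from the median depth, r was -0.405. Depth is therefore not ruled out as an explanation of the rRNA share. No biological explanation was tested.

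The gene-level totals of a gene shown for exon usage in Figure 5 are given for reference. The counts of csr-1 (WBGene00017641, chromosome IV, 7957267 to 7962157) were 24396 ± 5434 (SD, n = 8) in fog-2 gonads and 30969 ± 4096 (SD, n = 8) in fem-3(gf) gonads, a log2 fold change of 0.34 (standard error 0.14, adjusted p = 0.0393 from edgeR), which made it gender-neutral.

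Table S1 was compared gene by gene over its first 1998 genes, which are not a random sample of it. In their range of gene IDs, 2572 genes were expressed here, and those that the table does not list were not compared. The class was the same for 93.1%, and of the 137 genes with another class, 126 had a log2 fold change within 0.5 of the 2-fold threshold. The changes of class ran mostly in 1 direction, towards oogenic. In that direction, 66 genes were gender-neutral there and oogenic here, and 60 were spermatogenic there and gender-neutral here. In the other direction, 10 were gender-neutral there and spermatogenic here, and 1 was oogenic there and gender-neutral here. No gene was spermatogenic in one and oogenic in the other. Across 1992 genes with a finite value in the paper's table, the log2 fold changes here were apart by a median of -0.18. The 5th and 95th percentiles of this difference were -0.40 and 0.02, so most genes were shifted towards fog-2. The correlation across genes was r = 0.987.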
